A study of Mus musculus with 10 samples. Its data were reported in "Myeloid- and epithelial-derived RELMα contribute to tissue repair following lung helminth infection" (2023).

How the data were processed

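Lung tissue of RELMα KO and WT mice was taken on day 30 post infection with *N. brasiliensis* and made into a suspension of single cells, from which total RNA was isolated. Per the labels, 50 ng of RNA per sample was hybridized to the NanoString Mouse Immunology panel, which holds 561 target genes and 15 reference genes. The authors processed the counts with the NanoTube package in R. Its version, normalization options and gene filter for these samples are not given in the sources used here. The authors deposited log2 values, 1 per gene and sample, for 547 genes; reference and control probes were not used here.

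The deposited log2 values were found to be the log2 of a whole count times 1 scale factor per library. Within each library, the smallest value was divided by whole numbers up to 60 until every value became a whole multiple of the result. All values (100%) came out whole within 0.0001, or for multiples above 100 within that share of 1% of the multiple, and no count was 0. No pseudocount or subtraction of background was visible. Total counts per library were between 7964 and 16974 in RELMα KO and between 52654 and 283546 in WT, which sets a mean counting error of 27.8% of the value for the median gene in KO and one of 8.45% to 16.7% in WT. The mean background was 17.2 normalized units in KO and 3.45 in WT, so fold changes of low genes can hold background as well as RNA.

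Samples were grouped by the genotype in the labels, with 5 in each group. Same-group libraries were compared by a chi-square test of their counts over genes: in the 20 pairs, the lowest chi-square per degree of freedom was 1.37 and the highest p was 1.71e-08, so no library was treated as a duplicate. Of the 547 symbols, 531 were current in the RefSeq table of assembly GRCm38.p6, 14 were synonyms in it and 2 were not matched. The symbols of the deposited table were kept.

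The groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on the deposited log2 values, two-sided, with Benjamini-Hochberg adjustment over 547 genes and a threshold of 0.05, without a filter or covariate. A log2 fold change is RELMα KO minus WT. Although the counts could be recovered, edgeR and DESeq2 were not run, because the deposited unit is log2. Gene sets with at least 3 genes were tested with camera at an inter-gene correlation of 0.01. They comprised T cell, B cell, NK cell, neutrophil, macrophage and monocyte, MHC class II, MHC class I, complement, type 2, Th1, type I interferon, immediate early and dissociation, and structural cell sets, written from general knowledge. Of these, 10 did not pass the camera threshold. Principal components were computed on gene-centred, unscaled values, and scores were compared by an exact two-sided permutation test over 252 splits.

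The genes named individually follow a rule written before the data were examined: the targeted gene; *Klrc2*, *Nos2*, *S100a8*, *S100a9* and *Fn1*, which the study's text names for this comparison, and *Fkbp5*, which it names for a cell-specific deletion in other mice; the 5 genes in each direction with the smallest p among those past the threshold with non-overlapping groups; and any listed gene past the threshold against the study's direction. Of these, *Retnla* was not analysed here and the last part named none.

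Background was taken from the 10% of genes with the lowest mean rank of counts (55 genes). The signal scale of each library was the median ratio, after background, over the 25% of genes with the highest mean (137 genes). Each WT library was redrawn from a Poisson distribution at the signal scale and background of a KO library, a count of 0 was set to 0.5, and the result was compared with the KO libraries, or with the WT libraries themselves, in 50 draws. This and the floor of 32 normalized units were chosen after seeing the data. The other alternatives were fixed before: filters on the mean log2 value, centring on the median, quantile normalization, limma's trend, robust and array weight options, an exact permutation test per gene, the replicate number as a block, leaving out each sample, and other set tests and scalings for the gene sets and components.

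The code was tested on simulated data of 547 genes for the comparison of RELMα KO with WT, with a CV of 20% between samples, in 10 simulations per setting. With 200 genes changed 2-fold at equal WT depths, limma recovered 57.1% of the changed genes, and 90.3% of those whose signal at KO depth exceeded background, with a mean of 0.2 false calls. At the real depths, with no gene changed, limma made a mean of 259.8 calls, all higher. The comparison with redrawn WT libraries made a mean of 0.1 calls there, but recovered only 0.35% of 200 genes changed 2-fold, so a gene it does not call is not shown to be unchanged. In 10 simulations at equal WT depths, with 1 set of randomly drawn genes raised, camera called that set in 10. It called 0 of the 120 unchanged sets. Camera was not simulated this way at the real depths, so its false calls there are not shown by these simulations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.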

Results

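To ask how constitutive loss of resistin-like molecule α (RELMα) altered immune gene expression in the lung after helminth infection, lung cell RNA was examined on day 30 post infection with the hookworm-like nematode *Nippostrongylus brasiliensis*. The nCounter assay counts single RNA molecules through colour-coded reporter probes, without amplification. The data comprised 5 RELMα KO samples and 5 WT samples, each with a value for 547 genes of the Mouse Immunology panel. The remaining 14 genes of the 561 on the panel were not analysed here. The targeted gene, *Retnla*, was not analysed here either, so its expression was not used to check the genotype labels. Genes are named by their mouse symbols, and no coordinates are given because probe positions were not used here.

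The groups differed in depth before any gene was compared. Each value, taken out of log2, was a whole multiple of 1 step per library, which gave back the counts behind all 547 genes. Total counts ranged from 7964 to 16974 in the RELMα KO libraries, with a mean of 12049 ± 3338 (SD, n = 5). In the WT libraries they ranged from 52654 to 283546, with a mean of 114381 ± 95398 (SD, n = 5). The shallowest WT library held 3.10 times as many counts as the deepest KO library, and the groups separated fully (exact two-sided permutation test, p = 0.00794, the smallest that the 252 splits into 5 and 5 can give). The median gene had 13.4 ± 2.88 counts in KO and 62.0 ± 43.8 in WT (SD, n = 5), for a mean counting error of 27.8% of its value in KO and of 8.45% to 16.7% in the WT libraries. These errors cover counting only. Depth and genotype therefore cannot be told apart by a comparison of the groups.

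**Figure D1:**
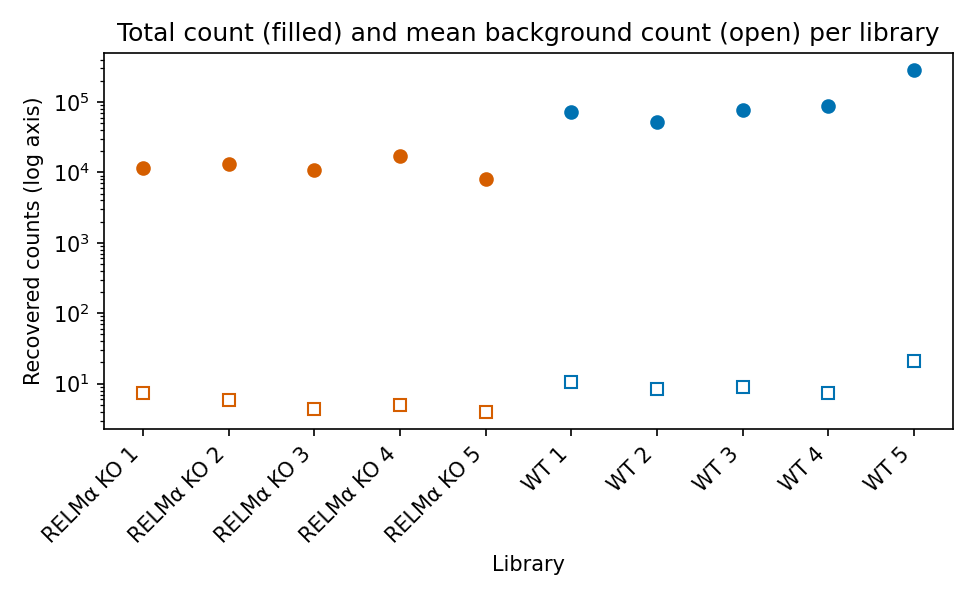
Recovered counts per library on a log axis, with the total over 547 genes as filled circles and the mean of the 55 lowest genes as open squares, for 5 RELMα KO (orange) and 5 WT (blue) libraries. All 5 KO totals lie at or below 16974 and all 5 WT totals at or above 52654, while the background counts differ far less.

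The lowest-ranked 55 genes were used as a measure of background. Their mean count was 5.27 ± 1.34 in KO and 11.3 ± 5.71 in WT (SD, n = 5; exact two-sided permutation test, p = 0.0159). After the authors' scaling the same background stood at 17.2 ± 5.38 normalized units in KO and 3.45 ± 1.23 in WT (SD, n = 5; exact two-sided permutation test, p = 0.00794). A mean of 348 ± 26.9 genes in KO and 420 ± 16.5 in WT (SD, n = 5) lay more than 2 SD above this background.

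Expression was then compared between the genotypes with limma on the deposited log2 values. Of 547 genes, 378 (69.1%) passed a Benjamini-Hochberg adjusted p of 0.05, and 389 passed at the unadjusted p. In RELMα KO samples 367 of them were higher and 11 were lower. The lower count fell to 6 without WT replicate 3 and to 6 without WT replicate 5. The median log2 fold change over all genes was 1.10, and 481 genes had a positive one. All 5 KO values lay outside the range of the 5 WT values for 257 genes (47.0%), 250 above and 7 below, against 0.794% by chance. The filter on genes with a mean log2 value of at least 7 moved the count most, to 8 of 51 genes, 3 higher and 5 lower. The direction of the calls also rested on scaling. With each sample centred on its own median, 139 genes were higher and 187 lower, and the median log2 fold change was −0.22. After quantile normalization 35 were higher and 35 lower.

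The size of the difference followed the level of the gene. Among the 137 genes with the lowest mean, 132 were called higher, and their median log2 fold change was 2.28. Among the 137 with the highest mean the median was 0.15, with 27 genes higher and 10 lower. Of the 55 background genes, 53 were called higher, with a median log2 fold change of 2.35. Genes called higher had a median of 10.6 counts in KO and 33.8 in WT. Of the 547 genes, 2, *Klrc2* and *Gp1bb*, had a higher mean count in KO than in WT before scaling; *Gp1bb* was picked out after its values were seen. When WT libraries were redrawn at the depth and background of KO libraries and set against the WT libraries themselves, with no expression changed, a median of 234.5 genes passed the same limma threshold over 50 draws, all of them higher.

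**Figure D2:**
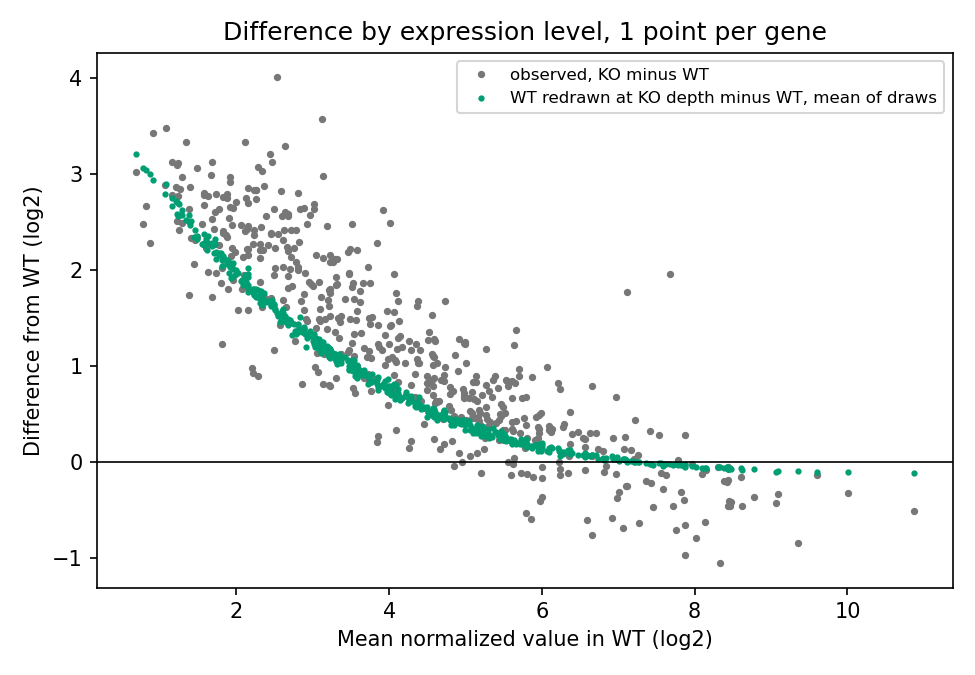
Difference from WT (log2) against the mean normalized value in WT (log2), 1 point per gene. Observed differences (grey, RELMα KO minus WT) and those of WT libraries redrawn at KO depth (green, mean of 50 draws) both fall as the level rises, from a median of 2.28 observed in the 137 lowest genes to 0.15 in the 137 highest.

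The genes that the study named were examined individually. *S100a8* was 8.89 ± 0.49 in KO and 7.12 ± 0.45 in WT on the log2 scale (SD, n = 5), a log2 fold change of 1.78 ± 0.29 (SE; limma adjusted p = 0.000209), which lies 0.68 above the median of all genes. *S100a9* was 9.64 ± 0.64 in KO and 7.68 ± 0.67 in WT (SD, n = 5), a log2 fold change of 1.96 ± 0.37 (SE; limma adjusted p = 0.000509), 0.86 above that median. All 5 KO values exceeded all 5 WT values for both genes. With each sample centred on its median, neither passed the threshold, at 0.46 and 0.64, and after quantile normalization both passed, at 1.93 and 2.07. Centring takes the same amount from every log2 fold change. In redrawn WT against WT, with no expression changed, the median of all genes was 0.72 (mean of 50 draws per gene). There *S100a8* was at 0.00031 and *S100a9* at −0.026. Their counts were 151 and 261 in KO, well above background, but in the deepest WT library they rose only 2.21 and 1.68 times over the other WT libraries, where the signal of abundant genes rose 3.96 times.

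*Klrc2* had a log2 fold change of 3.57 ± 0.43 (SE; limma adjusted p = 4.9e-05) and *Nos2* one of 2.98 ± 0.43 (SE; limma adjusted p = 0.000108), with all 5 KO values above all 5 WT values. Their counts did not follow depth. *Klrc2* had 34.2 ± 11.5 counts in KO and 28.2 ± 5.81 in WT (SD, n = 5), and *Nos2* had 22.0 ± 5.24 and 28.2 ± 4.09 (SD, n = 5), over libraries whose totals spanned 35.6-fold. *Fn1* was lower in KO, by −0.79 ± 0.23 on the log2 scale (SE; limma adjusted p = 0.00785), in all 5 KO samples against all 5 WT samples. *Fkbp5* was named by the study for a cell-specific deletion in other mice, which were not analysed here. In the constitutive KO it had a log2 fold change of 0.87 ± 0.27 (SE; limma adjusted p = 0.0119) with overlapping groups, and its sign turned with median centring and with quantile normalization.

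**Figure D3:**
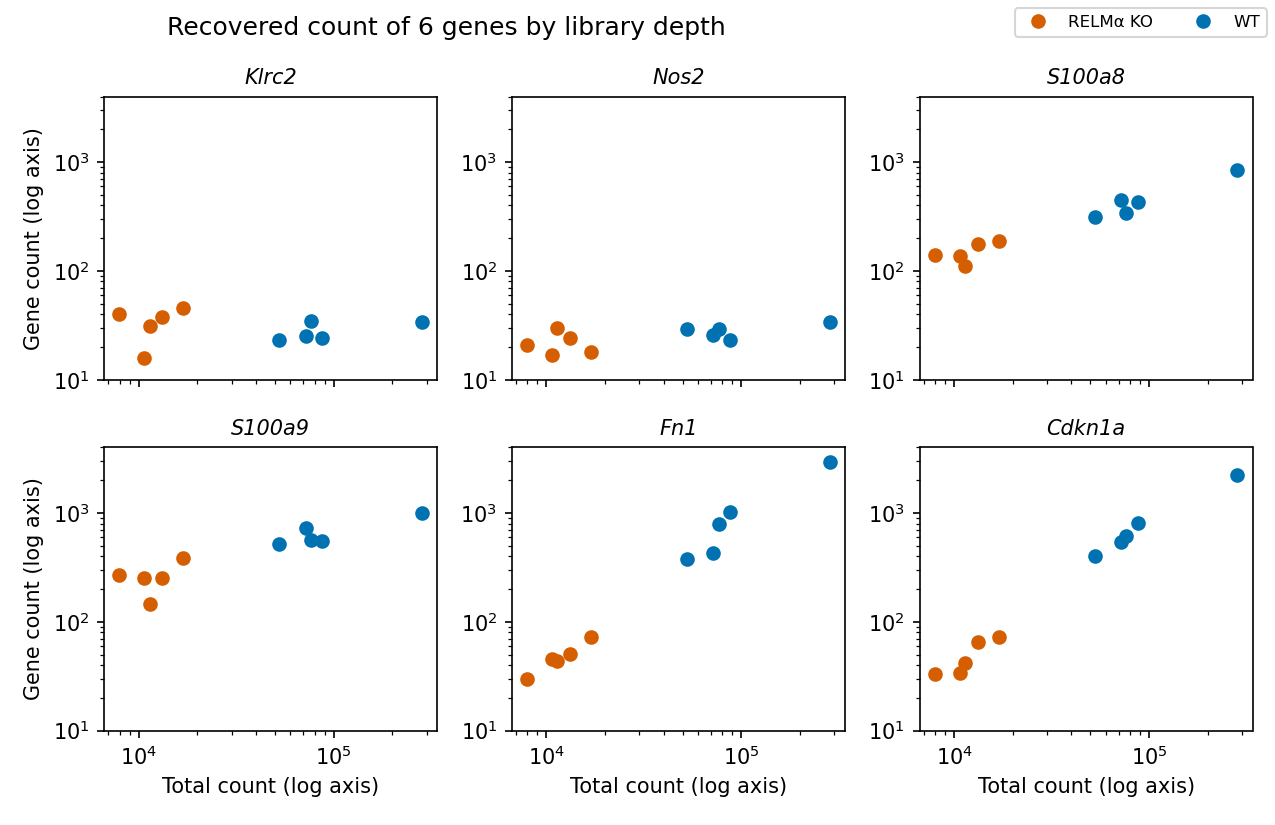
Recovered count of 6 genes against the total count of each library, both on log axes, for 5 RELMα KO (orange) and 5 WT (blue) libraries. *Fn1* and *Cdkn1a* rise with depth, *Klrc2* and *Nos2* stay between 16 and 46 counts in every library, and *S100a8* and *S100a9* rise less than depth.

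Among genes with separated groups, the 5 with the smallest p in the higher direction were *Camp*, *Pla2g2a*, *Il17f*, *Il13* and *Klra4*, with log2 fold changes from 2.15 to 3.43 as deposited. Their mean counts ranged from 6.40 to 16.8 in KO and from 6.60 to 19.8 in WT, and *Camp* and *Pla2g2a* were among the 55 background genes. With values under 32 normalized units set to 32, the log2 fold changes were from 0 to 0.64 (limma adjusted p from 0.0757 to 1). With WT redrawn at KO depth and background, *Il13* had a median limma adjusted p of 0.0462 (past the threshold in 28 of 50 draws) and the other 4 had one from 0.205 to 0.601. The call of *Il13* depended on the setting. Its median limma adjusted p was 0.0220 with background from the lowest 5% of genes (44 of 50 draws). It was 0.0825 with the lowest 20% (16 of 50) and 0.0591 with the authors' scale factors (21 of 50). The 5 in the lower direction were *Fn1*, *Cd81*, *Cdkn1a*, *Ccl22* and *C4a*, with log2 fold changes from −0.79 to −0.60 and limma adjusted p from 0.00785 to 0.0195. With WT redrawn they were from −0.76 to −0.61, but with median limma adjusted p from 0.118 to 0.202; *C4a* passed the threshold in 3 of 50 draws and the other 4 in 0. *Ccl22* passed the threshold no longer without WT replicate 3 or without WT replicate 5, at −0.52 and −0.55, and *C4a* no longer without WT replicate 5, at −0.55.

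A list of genes with the direction given in the study was fixed before the data were examined. All 37 genes on it had the listed sign, 19 lower and 18 higher, and 21 passed the limma threshold in that direction, both over all genes tested and adjusted over the list alone. These were the 18 listed as higher and 3 listed as lower, *Il6*, *Cdkn1a* and *Fn1*. None passed in the opposite direction, at the adjusted or the unadjusted p, since no sign differed. The study chose the list and its directions on these samples, so no count over this list, of signs or of genes past the threshold, is independent evidence. Relative to the median of all genes, 34 of the 37 kept the listed direction. With each sample centred on its median, 24 passed in the listed direction, 5 listed as higher and 19 as lower.

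Principal component analysis addressed whether samples grouped by genotype. The first component held 80.8% of the variance and separated the groups, with scores of 18.5 ± 7.44 in KO and −18.5 ± 8.44 in WT (SD, n = 5; exact two-sided permutation test, p = 0.00794, the smallest possible). The second held 4.16% and did not separate them (exact two-sided permutation test, p = 0.992). The share of the first component moved most under quantile normalization among the alternatives fixed beforehand, to 37.2%, with the groups still apart.

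Of 13 gene sets, 3 passed a camera adjusted p of 0.05, and 6 passed at the unadjusted p. All 3 lay below the other genes. The immediate early and dissociation set had a median log2 fold change of −0.05, which is −1.15 relative to all genes (15 genes; camera adjusted p = 6.62e-06). The study's list, chosen on these samples, holds 6 of these 15 genes as lower, so this set is not independent of that list. The structural cell set was at −0.76 relative to all genes (11 genes; camera adjusted p = 0.000734) and the MHC class II set at −0.98 (8 genes; camera adjusted p = 0.0189), while their own medians were positive, at 0.34 and 0.12. No set passed with camera's correlation estimated from the data, where 1 passed at the unadjusted p. Under fry, which asks whether a set moved at all, 10 sets passed, all in the higher direction, and none of those 3 was among them. The other 10 sets had camera adjusted p from 0.0628 to 0.849. Relative to all genes, the median was 0.99 for the neutrophil set, 0.67 for Th1, 0.65 for T cell, 0.58 for type 2, 0.52 for B cell and 0.07 for NK cell. It was −0.11 for MHC class I, −0.27 for type I interferon, −0.28 for macrophage and monocyte and −0.36 for complement, whose mean of 0.0042 had the other sign.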

Values the study reported

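The study reported 83 genes that differed between RELMα KO and WT lung cells at an adjusted p under 0.05.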

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

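In 40 groups of 5 values (5 measures of each library and 15 genes, per genotype), 4 held a sample whose gap to the nearest other exceeded 0.71 of the group's range, where chance gives about 2. The tests in this part were chosen after the values were seen, except the draws for the second component, whose outcome was stated beforehand.

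WT replicate 5 had a total of 283546 counts, against 52654 to 87419 in the other WT libraries, and a mean background of 21.3 counts, against 7.29 to 10.6. A higher counting efficiency of its lane would raise background and signal by the same factor. Background rose 2.42 times and signal 3.96 times, which argues against efficiency as the whole cause. More target RNA in that hybridization stays open, and no biological explanation was tested, since the other WT libraries share its genotype. Without this library 336 genes passed the threshold.

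RELMα KO replicate 5 scored 11.1 on the second component, against −5.22 to −0.74 in the other KO libraries. It was the shallowest library, with 7964 counts. When the mean profile of the other KO libraries was drawn at its depth and background, it stood apart in 1 of 50 draws. These draws hold no spread between animals, so they decide nothing, and counting noise at its depth and other differences of this animal or its preparation cannot be told apart. No biological explanation was tested. Without it 353 genes passed the threshold.

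*Fkbp5* had a log2 value of 4.55 in RELMα KO replicate 4, against 5.49 to 5.83 in the other KO libraries. The count behind it was 12, where 23.7 were expected from the other KO libraries at its depth, with a Poisson probability of 0.00645 for a count this low. The sample was singled out for being low, so this probability decides nothing, and counting noise and a lower level cannot be told apart for this gene in this library.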

How the results depend on the processing

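The floor of 32 normalized units and the 4 settings that redraw WT libraries were chosen after seeing the data; the rest were fixed before.

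The 378 genes past the threshold became 90 of 223 with a mean log2 value of at least 5, 8 of 51 with at least 7, 70 after quantile normalization and 73 with values under 32 set to 32. The filters test fewer genes; the cause of the other changes was not tested. Of the 70, 42 were the same genes in the same direction. Centring on the median gave 326, 150 of them the same in direction. Trend, robust, array weight and permutation options gave 388, 376, 382 and 357. With WT redrawn at KO depth and background, the median was 16 (8 to 28 over 50 draws), 37 with background from the lowest 5% of genes, 10.5 from the lowest 20%, and 13 with the authors' scale factors. Lower calls had a median of 0 by limma in all 4, and 15 at the unadjusted p in the first. These draws add counting noise. In the simulations the same comparison recovered 51.85% of genes changed 2-fold at equal depths and 0.35% at the real depths. Power for such changes is thus low at the real depths, where counting noise and signal lost against background were not separated.

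The 21 study genes became 5 with a mean of at least 7, where 15 were tested, and 7, 9, 6 and 6 in the redrawn settings, in the order above. All 37 kept their sign in each redrawn setting, 29 with centring and 34 after quantile normalization. The 3 gene sets became 1 with a mean of at least 5, 0 of 3 with at least 7 (0 at the unadjusted p by camera), 1 after quantile normalization, 1 with the floor, 10 under fry and 0 with an estimated correlation; the cause was not tested. The set kept with a mean of at least 5 and with the floor was the immediate early and dissociation set, and the 10 under fry held none of the 3. The set after quantile normalization was the neutrophil set, in the higher direction. That set also passed with centring, in place of MHC class II. The first component separated the groups fully in the alternatives run on the real libraries. With WT redrawn it held a median of 35.6% of the variance, and the groups differed with overlap (median exact permutation p = 0.0238).

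Leaving out 1 sample gave 336 to 379 genes, 20 to 22 study genes, 3 to 4 sets (4 with the neutrophil set, without RELMα KO replicate 1 or WT replicate 5) and 77.9% to 82.6% on the first component. For the 15 named genes, the log2 fold change stayed in direction and on its side of the threshold in 147 of 150 such fits and in 112 of 117 other fits fixed beforehand. *Fkbp5* turned to −0.45 with centring and −0.16 after quantile normalization. Centring takes the difference of the mean sample medians, 5.39 in KO and 4.07 in WT, from every log2 fold change, which turned this sign. The cause of the turn after quantile normalization was not tested. In the added settings 27 of 75 stayed past the threshold and 48 did not, none with a turned sign.

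With the replicate number as a block, 369 genes, 21 study genes and 3 sets passed. Same-numbered samples had correlations of deviations from −0.15 to 0.18, so the samples share only a number. Pseudocounts did not apply to log2 values, reference genes were not used here, and edgeR and DESeq2 were not run because the unit is log2. In KO, 348 genes on average lay above background, which limits what the remaining genes can show.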

Other observations

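The tests in this part were chosen after the values were seen, except the counts of other splits of the samples.

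The count of genes past the threshold here was 378. That is higher than the value quoted from the study above.

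Most of the called genes were higher in RELMα KO, and several tables bear on why. A rise shared by all genes is argued against by the 51 genes with a mean log2 value of at least 7, whose median log2 fold change was −0.20. A wrong scale factor per library would move low and abundant genes alike, but their medians differed by 2.13. A candidate explanation is a low depth in the KO libraries over a background that falls less than signal: WT libraries redrawn that way gave a median of 234.5 calls against WT with no expression changed, and 241 of the 378 called genes were called in most of those draws. Depth was also read within each genotype, as the correlation across genes of a library's difference from 2 others of its group with a log2 fold change that used none of these 3 libraries; genes are not independent replicates. In WT it ran with depth, from −0.62 in the deepest library through −0.30, 0.17 and 0.33 to 0.43 in the shallowest. In KO, where depths differ less, it was −0.43 in the deepest, then −0.01, 0.42, −0.14 and 0.13, which does not follow depth. It was mostly higher where mean background in normalized units was higher. From KO replicate 4 through 3, 2 and 1 to 5, that background was 9.65, 15.1, 16.5, 22.4 and 22.4. The correlation in that order was −0.43, −0.14, −0.01, 0.42 and 0.13. With 5 libraries and no order by depth, the KO group stays undecided. For the other 126 genes called higher, the median log2 fold change was 0.99 as deposited and 0.49 with WT redrawn. Background of single probes and a change with genotype cannot be told apart there, since all KO libraries are shallow. Of 100 splits drawn from the 126 possible, 1 gave as many genes, the real one, and the highest other split gave 267. The real split is always among them, so 1 of 100 is the lowest share possible. Chance is thus argued against for that count but not excluded, and depth follows the same split. For the study genes 1 split also gave as many, which decides nothing, because the list was chosen on these samples under this split.

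The fewer counts in KO are argued not to be a lower counting efficiency of the lanes alone, since background fell 2.03-fold where signal fell 11.2-fold. Less intact or less abundant target RNA stays open, as does an effect of genotype on RNA yield, which was not tested.

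Background shared by all probes is argued against for *Klrc2* and stays open for *Nos2*: with WT redrawn their log2 fold changes were 2.28 and 1.67, past the threshold in 49 and 38 of 50 draws (46 and 23 with background from the lowest 20% of genes). They may report a background of their own probes. Both rose 1.27 times in the deepest WT library, where signal rose 3.96 times and shared background 2.42 times. An added expression in KO stays open, as the groups do not overlap in depth.

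For *S100a8* and *S100a9*, background shared by all probes is argued against: with WT redrawn their log2 fold changes were 1.75 and 1.98, past the threshold in 50 of 50 draws (50 and 49 with background from the lowest 20% of genes). An offset of each probe could still matter. A line of count on signal scale through the WT libraries, taken to KO depth, gave 237 counts for *S100a8* and 465 for *S100a9*, above the 151 and 261 observed. WT replicate 5 sets that line, so an offset and a lower level in that animal cannot be told apart. More neutrophil RNA in KO is a further hypothesis, from a list of which 6 genes were in the table and 2 were picked by the study. With WT redrawn the whole set passed camera's threshold against KO in 44 of 50 draws, 0.91 above the median of all genes. Redrawn WT against WT, with no expression changed, passed in 0 of 50. That comparison differs in depth and uses the same animals on both sides, so it gives no rate without a change for the 44. The other 4 genes lay 0.34 above the median of all genes with WT redrawn, from −0.03 to 1.21, with 6.60 to 22.4 mean counts in KO. The highest, *Csf3r*, singled out after its values were seen, passed the limma threshold in 33 of 50 draws, with a median adjusted p of 0.0389, while *Camp*, *Cxcr1* and *Cxcr2* had one from 0.252 to 0.776, so these 4 leave the hypothesis open.

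For the 11 genes lower in KO, a low depth over such a background gave no lower calls by itself. Redrawn WT libraries against WT gave at most 0 lower calls in a draw by limma, and 0 at the unadjusted p. That comparison uses the same animals on both sides, so it gives no rate of lower calls between animals. With WT redrawn against KO, lower calls had a median of 0 by limma and of 15 at the unadjusted p. On the deposited values the 11 fell to 6 without WT replicate 3 and to 6 without WT replicate 5. A biological change and other technical causes stay open.

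The first component also separated redrawn WT from WT libraries, with 68.7% of the variance, so a separation of this kind may arise from depth and background alone. The MHC class II set passed camera's threshold in 42 of 50 such draws, with a median of −0.66 relative to all genes, so depth may be the source of its call. In the same draws the immediate early and dissociation set passed in 50 and the structural cell set in 41, so depth alone gives these calls too. With WT redrawn against KO, the former still passed in 39 of 50 draws and the latter in 28, below the other genes, and the MHC class II set in 0 of 50. For the former 2 sets, depth as the whole cause and a further change cannot be told apart. The B cell set, which did not pass on the deposited values, passed in 28 of 50 draws of WT redrawn against KO, 0.48 above the median of all genes. It passed in 0 of 50 draws of redrawn WT against WT. That comparison differs in depth and uses the same animals on both sides, so it gives no rate without a change for the 28. For the count of sets, 19 of 100 splits gave as many, so chance is not excluded.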
